# CRISPR-Cas9-Mediated Intersectional Knockout of Glycogen Synthase Kinase 3β in D2 Receptor–Expressing Medial Prefrontal Cortex Neurons Reveals Contributions to Emotional Regulation

**DOI:** 10.1089/crispr.2019.0075

**Published:** 2020-06-17

**Authors:** Jivan Khlghatyan, Jean-Martin Beaulieu

## Abstract

Glycogen synthase kinase 3β (GSK3β) activity is regulated by dopamine D2 receptor signaling and can be inhibited by psychoactive drugs in a D2 receptor–dependent manner. However, GSK3β is ubiquitously expressed in the brain, and D2 receptor–expressing cells are distributed as a mosaic in multiple cortical regions. This complicates the interrogation of GSK3β functions in cortical D2 cells in a circuit-defined manner using conventional animal models. We used a CRISPR-Cas9-mediated intersectional approach to achieve targeted deletion of GSK3β in D2-expressing neurons of the adult medial prefrontal cortex (mPFC). Isolation and analysis of ribosome-associated RNA specifically from mPFC D2 neurons lacking GSK3β demonstrated large-scale translatome alterations. Deletion of GSK3β in mPFC D2 neurons revealed its contribution to anxiety-related, cognitive, and social behaviors. Our results underscore the viability of an intersectional knockout approach to study functions of a ubiquitous gene in a network-defined fashion while uncovering the contribution of GSK3β expressed in mPFC D2 neurons in the regulation of behavioral dimensions related to mood and emotions. This advances our understanding of GSK3β action at a brain circuit level and can potentially lead to the development of circuit selective therapeutics.

## Introduction

Gene products involved in disease processes and drug action are often expressed ubiquitously. Thus, their functional implication can be widely different in time (developmental stage) and space (brain region, neuronal circuit, and particular cell type). Traditional approaches have allowed systemic as well as region or cell type-selective gene knockouts. However, their resolution remains limited and does not allow for the investigation of gene functions within cellular subpopulations belonging to the same brain region or neuronal circuit at a specific developmental stage.

Glycogen synthase kinase 3β (GSK3β) is a serine-threonine kinase that is ubiquitously expressed across the brain during the entire life-span.^1,2^ This kinase regulates neurodevelopment,^2,3^ neuronal signaling, and plasticity.^4–7^ GSK3β is also involved in regulating mood,^8–11^ cognition,^12^ social interaction, and depressive-like behaviors.^8,12,13^ These functions of GSK3β have been identified by using drugs that can systemically modulate its activity or by knockout or knockdown approaches, including germline heterozygous knockout, knockout only in forebrain *CamK*II-expressing pyramidal neurons, Cre-mediated knockout in the adult prefrontal cortex (PFC), CRISPR-Cas9-mediated knockout only in adult medial PFC (mPFC) neurons, shRNA-mediated knockdown in adult nucleus accumbens shell neurons, and germline knockout in serotonergic neurons.^8,9,11,13–17^ However, the ubiquitous expression profile of GSK3β makes it difficult to pinpoint the neuroanatomical correlates of these various functions precisely.

Genome-wide association studies have revealed that genetic variants of the dopamine D2 receptor (D2) are associated with depression and schizophrenia.^18–20^ D2 is a G-protein-coupled receptor and a major target of antipsychotic drugs.^21^ This receptor has been shown to signal through Gαi/o to inhibit cAMP production and beta-arrestin-2 (βARR2) to inhibit AKT and activate GSK3β.^22–24^ Treatment with selective serotonin reuptake inhibitors (SSRIs) and ketamine also inhibit the activity of GSK3β.^16,25,26^ Furthermore, GSK3β activity can be inhibited by mood stabilizers in a D2- and βARR2-dependent manner.^9,15,27^ A study involving germline knockout of GSK3β in D2-expressing neurons indicated that GSK3β mediates the locomotor response to lithium and antipsychotics, most likely by interfering with D2 signaling in striatal medium spiny neurons.^28^ However, the potential contribution of GSK3β in the regulation of other behavioral dimensions by D2-expressing neurons of other brain regions remains unknown.

We recently identified multiple cortical regions with a mosaic distribution of D2-expressing neurons, ranging from 5% to 50% of total neurons within a given region.^29^ This raises questions about the role of GSK3β in D2-expressing neurons of these various cortical regions. However, it has been technically challenging to achieve knockout of GSK3β in a brain region–specific and cell type–specific manner at a given developmental stage. In other words, it has been impossible to eliminate GSK3β expression in a given brain region while targeting only D2 neurons. Considering the involvement of the mPFC in mental disorders and the presence of D2-expressing neurons in this region, knocking out GSK3β in adult mPFC D2 neurons represents an ideal model to explore approaches involving high-resolution gene targeting in a specific cellular subset belonging to brain region composed of a heterogeneous neuronal population.^18,29,30^

We used an intersectional approach involving a combination of single-guide RNA (sgRNA) viral delivery with Cre-mediated conditional Cas9 expression to target GSK3β only in mPFC D2 neurons of adult mice. The combination of this approach with a conditional RiboTag reporter system allowed ribosome-associated RNA to be extracted specifically from mPFC D2 neurons and demonstrated how GSK3β knockout affects the neuronal translatome. Moreover, knockout of GSK3β in mPFC D2 neurons uncovered its involvement in the regulation of anxiety-related, cognitive, and social behaviors.

## Methods

Note that detailed Methods are described in the Supplementary Data.

### Animals

D2Cre heterozygous bacterial artificial chromosome transgenic mice (GENSAT RRID: MMRRC_017263-UCD) were crossed to heterozygous Rosa26-LSL-Cas9 knockin mice (stock no.: 024857, The Jackson Laboratory, Bar Harbor, ME) to generate the D2Cre/LSL-Flag-Cas9 line. Male mice aged 2.5–3 months from this line were used for virus injections, immunohistochemistry, and behaviors.^31^

Homozygous knockin RiboTag mice were crossed to the D2Cre/LSL-Flag-Cas9 mouse line to generate D2Cre/LSL-Flag-Cas9/RiboTag mice.^32^ Male mice aged 2.5–3 months from this line were used for viral injections followed by ribosome-associated mRNA isolation and RNAseq.

Mice were maintained on a 12 h/12 h light/dark cycle with *ad libitum* access to food and water. All experiments conducted in this study were approved by the Université Laval and University of Toronto Institutional Animal Care Committee in line with guidelines from the Canadian Council on Animal Care.

### Mouse stereotaxic surgery and adeno-associated viruses

Mice were anesthetized with a preparation of 10 mg/mL ketamine and 1 mg/mL xylazine (0.1 mL/10g given intraperitoneally [i.p.]). The animal was placed in a stereotaxic frame, and the skull surface was exposed. Two holes were drilled at injection sites, and virus (AAV GFP or AAV Gsk3sgRNA/GFP) was injected using an injector with a microsyringe pump controller (World Precision Instruments, Inc., Sarasota, FL) at a speed of 4 nL/s. AAV GFP and AAV Gsk3sgRNA/GFP viral particles have been described previously.^11^ Following injection, coordinates for mPFC were used: anterior-posterior +2.4, medial-lateral ±0.5, and dorsal-ventral −1.7. All measures were taken before, during, and after surgery to minimize animal pain and discomfort.

### Immunohistochemistry and quantification

Mice were euthanized 3 weeks after viral delivery by a lethal dose of ketamine/xylazine and perfused with phosphate-buffered saline (PBS) followed by 4% paraformaldehyde (PFA). Brains were incubated in 4% PFA for 24 h at 4°C. Fixed tissue was sectioned using a vibratome (VT1000S; Leica, Wetzlar, Germany). Flag-Cas9 staining required antigen retrieval. Thus, 40 μm sections had to be boiled for 2 min in sodium citrate buffer (10 mM tri-sodium citrate dehydrate, 0.05% Tween-20, pH 6.0) and cooled at room temperature (RT) for 20 min. This resulted in the disappearance of endogenous GFP signal in D2Cre/LSL-Flag-Cas9 mice (see Supplementary Fig. 1C). However, virally expressed GFP signal was still present (Fig. 2). Sections were blocked and permeabilized with a permeabilization solution containing 10% normal goat serum and 0.5% Triton X-100 (Sigma–Aldrich, St. Louis, MO) in PBS for 2 h. Sections were incubated with primary antibodies diluted in permeabilization solution overnight at 4°C. After three washes in PBS, samples were incubated with secondary antibodies for 2 h at RT. After washing with PBS three times, sections were mounted using DAKO mounting medium (DAKO, Mississauga, Canada) and visualized with a confocal microscope (Zeiss LSM 880, Zen 2011 Software; Zeiss, Oberkochen, Germany).

For quantification, every third serial coronal section was taken, as shown in Supplementary Figure 1B. In every region of interest (e.g., prelimbic [PL] layer 5 or cingulate [Cg] layer 5) three randomly chosen Z-stack pictures were taken with a 60 × magnification objective. Quantification was performed manually using ImageJ (National Institutes of Health, Bethesda, MD).

The following primary antibodies were used: mouse anti-flag (1:500; F1804; Sigma–Aldrich), rabbit anti-Gsk3β (1:500; 9315; Cell Signaling Technology, Danvers, MA). The following secondary antibodies were used: goat anti-mouse Alexa 647 and goat anti-rabbit Alexa 568 (1:1,000; Invitrogen, Carlsbad, CA).

Cell-line culture, transfection, and Western blot have been described previously.^11^ Behavioral tests and Z-scoring was performed as described previously.^8,11,33–35^ Tissue dissection, immunoprecipitation of polyribosomes, and RNA isolation have been described previously.^29^

### Drugs

Methylphenidate (30 mg/kg) was dissolved in saline and given to mice i.p.

### Data analysis and statistics

Data are presented as means±standard error of the mean. Two-tailed *t*-tests were used in GraphPad Prism v5 (GraphPad Software, Inc., La Jolla, CA) for comparisons between two groups, with significance set at *p*-values of <0.05, <0.01, and <0.001.

## Results

### Efficient and specific knockout of GSK3β by CRISPR-Cas9

To investigate the efficacy and specificity of CRISPR-Cas9-mediated knockout of GSK3β, we tested the ability of previously characterized *Gsk3b* sgRNA to cut and induce mutations of DNA at on- and off-target sites.^11^ Targeting efficacy and specificity of the CRISPR-Cas9 system depends on the sequence of the guide RNA.^36,37^ It has been shown that genomic regions that contain few mismatches to the guide RNA sequence can represent potential off-target sites.^37^ We used two previously characterized algorithms to predict putative off-target sites.^37,38^ Both algorithms showed that the mouse genome does not contain sites with one or two mismatches to *Gsk3b* sgRNA. We identified only three putative off-target sites containing three mismatches (Fig. 1B–D). All three putative off-target sites were positioned in intergenic regions with no coding activity (Fig. 1B–D). Sites with four and more mismatches were disregarded, since predicted activity of sgRNA at those sites was virtually none.^36,37^ We transfected mouse Neuro2A cells with an “all in one” CRISPR plasmid containing previously characterized *Gsk3b* sgRNA or scrambled sgRNA as a control.^11^ Genomic DNA was isolated, and tracking of indels by decomposition (TIDE) analysis was applied to find activity at on-target (Gsk3b Exon 3) and off-target genomic loci (Fig. 1A–D).^39^ At the on-target site, in the Ctrl condition, no insertions or deletions were detected, and 100% of DNA sequences were not mutated (position “0”; Fig. 1A). At the on-target site, in the *Gsk3b* sgRNA condition, multiple deletions and insertions were detected, with one nucleotide insertion accounting for 47% of mutated DNA sequences (position “+1”; Fig. 1A). Overall, only 3.5% of DNA sequences were not mutated (position “0”; Fig. 1A). At all three off-target sites, virtually no mutations were detected in both Ctrl and *Gsk3b* sgRNA conditions (Fig. 1B–D).

**FIG. 1.**
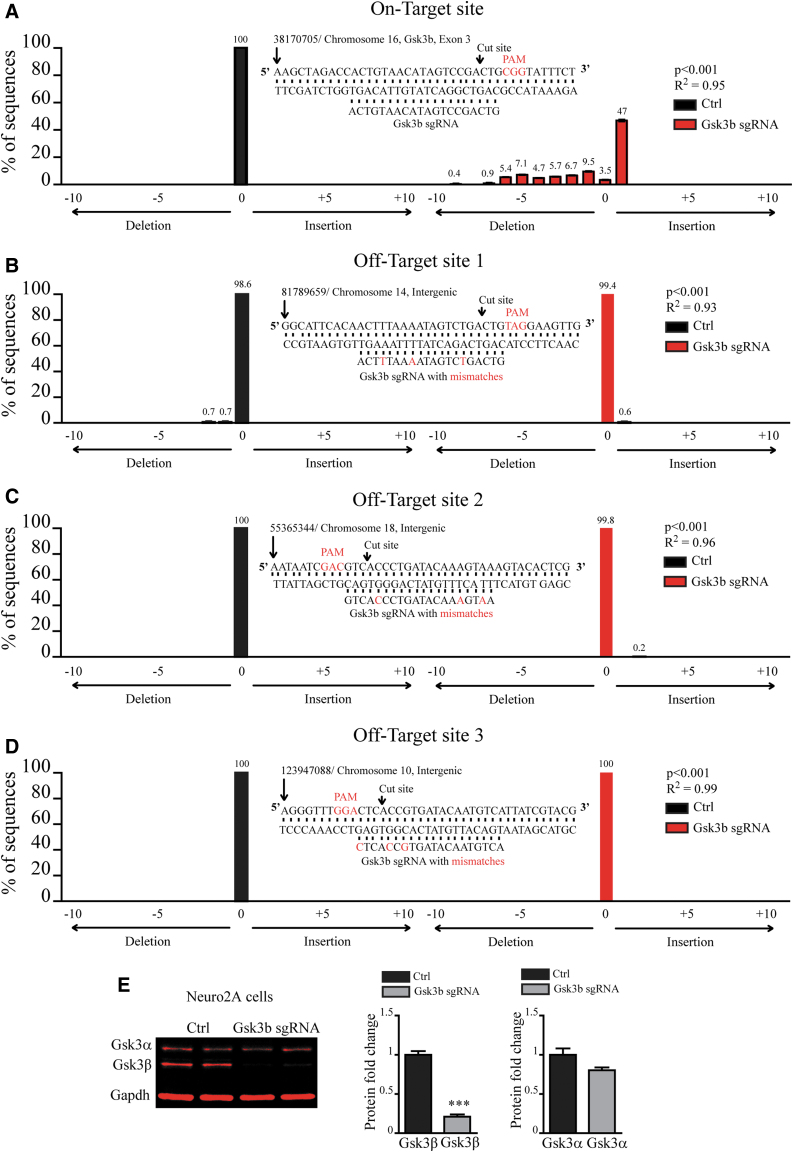
Specificity of CRISPR-Cas9-mediated Gsk3β knockout. Quantification of mutations using TIDE analysis at **(A)** on-target and **(B–D)** three putative off-target sites. Position “0” represents the percentage of non-mutated sequence, “–” positions are deletions, and “+” positions are insertions. Middle panels show the nucleotide sequence and chromosomal position at a putative target site, Gsk3b sgRNA, as well as mismatch nucleotides at off-target sites. **(E)** Quantification of the expression of Gsk3α and Gsk3β after CRISPR-Cas9-mediated knockout of Gsk3β in Neuro2A cells (Gsk3α: Ctrl 1 ± 0.08 *n* = 5, Gsk3b sgRNA 0.8 ± 0.035 *n* = 4; Gsk3β: Ctrl 1 ± 0.047 *n* = 5, Gsk3b sgRNA 0.21 ± 0.028 *n* = 5; *p < 0.05, Student's *t*-test). Left panel: an example of Western blot membrane stained for Gsk3α, Gsk3β, and Gapdh.

Mutation in the exon of *Gsk3b* can disrupt its protein expression. Indeed, Western blot analysis showed a dramatic reduction of GSK3β expression in *Gsk3b* sgRNA transfected cells compared to controls, while GSK3α expression did not differ between conditions (Fig. 1E; data and statistics are indicated in the figure legends). Overall, this shows that CRISPR-Cas9-mediated knockout of GSK3β is robust and specific.

### Efficient knockout of GSK3β in mPFC D2 neurons of adult mice

To achieve somatic knockout of GSK3β exclusively in D2-expressing mPFC neurons (Gsk3sKO in mPFC D2), first, expression of Cas9 was activated only in D2 cells by crossing D2Cre mice with LSL-Flag-Cas9 mice.^31,40^ Second, *Gsk3b* sgRNA-containing virus (AAV Gsk3 sgRNA/GFP) or AAV GFP (as a control) were injected into the mPFC of these mice (Supplementary Fig. S1A).^11^ The selectivity of this D2Cre mouse line was demonstrated previously with Cre expression in PL layer 2/3 and layer 5, infralimbic (IL) layer 2/3 and layer 5, and Cg layer 5 of adult mouse mPFC.^29^

Three weeks after injection of AAV Gsk3 sgRNA/GFP or AAV GFP viruses, the infection area included PL, IL, and Cg cortexes, as shown by the expression of GFP in serial coronal sections of the mouse brain (Supplementary Fig. S1B).^11^ Thus, we investigated the ability of intersectional CRISPR-Cas9 to knock out GSK3β in D2 neurons of PL, IL, and Cg cortexes. Flag-Cas9 staining indicated the presence of Cas9, and virally expressed GFP signal indicated the presence of *Gsk3b* sgRNA (see Methods and Supplementary Fig. S1C). The vast majority of neurons containing Flag-Cas9 and *Gsk3* sgRNA (infected with AAV Gsk3 sgRNA/GFP) were devoid of GSK3β signal, while GSK3β staining was always present in neurons that only express GFP (infected with AAV Gsk3 sgRNA/GFP; Fig. 2A–F and Supplementary Fig. S1D and E). To determine the extent of the knockout, we also quantified the percentage of GSK3β-expressing Flag-Cas9 cells out of all Flag-Cas9 cells per brain region. Again, the vast majority of Flag-Cas9 cells were devoid of GSK3β staining, indicating widespread knockout (Fig. 2A–F and Supplementary Fig. S1D and E). Neurons infected with AAV GFP express GSK3β regardless of the presence of Flag-Cas9 (Fig. 2A–F and Supplementary Fig. S1D and E). Moreover, Flag-Cas9 neurons in the striatum of both AAV Gsk3 sgRNA/GFP– or AAV GFP–infected mice also express GSK3β (Fig. 2F and Supplementary Fig. S1F), since these neurons were not infected by viruses.

**FIG. 2.**
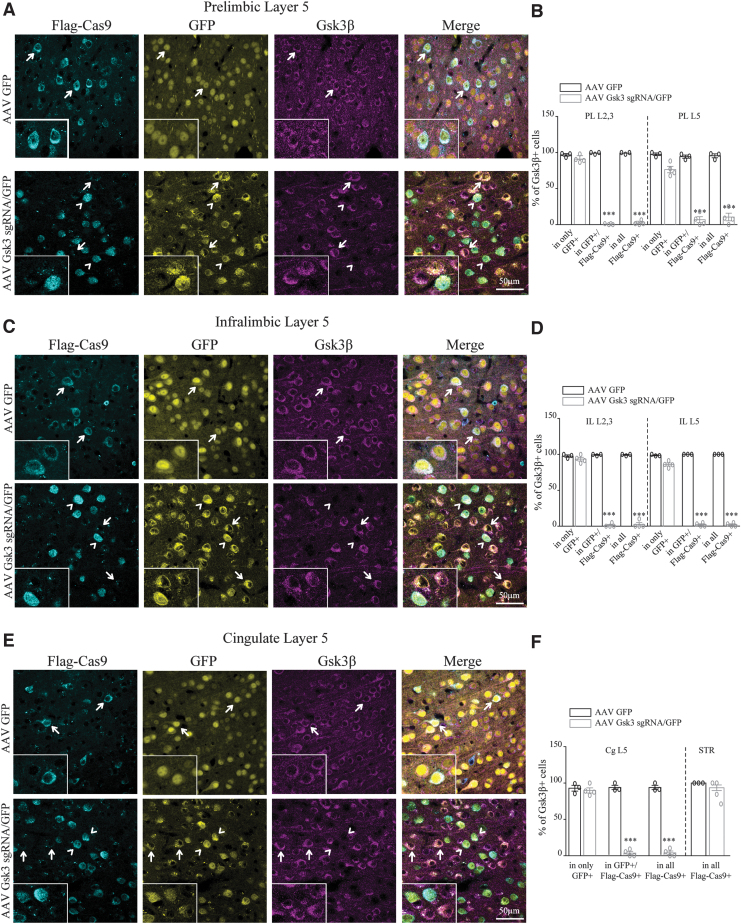
Knockout of GSK3β in D2 neurons of the medial prefrontal cortex (mPFC). **(A)** Immunofluorescent staining for Flag-Cas9 and Gsk3β in prelimbic (PL) layer 5 of virus-injected D2Cre/LSL-Flag-Cas9 mice. Insets show the zoomed picture. **(B)** Quantification of the percentage of Gsk3β-expressing cells (PL L2/3 AAV GFP condition: in only GFP 96.8 ± 1.7, in GFP+/Flag-Cas9 + 99.2 ± 0.75, in all Flag-Cas9 + 99.2 ± 0.75 *n* = 3. AAV Gsk3 sgRNA/GFP condition: in only GFP 90.9 ± 2.5, in GFP+/Flag-Cas9 + 0.6 ± 0.36, in all Flag-Cas9 + 2.2 ± 1.4 *n* = 4. PL L5 AAV GFP condition: in only GFP 97.5 ± 1.7, in GFP+/Flag-Cas9 + 94.3 ± 2.2, in all Flag-Cas9 + 95.5 ± 2.6 *n* = 3. AAV Gsk3 sgRNA/GFP condition: in only GFP 76 ± 5.4, in GFP+/Flag-Cas9 + 9 ± 4.1, in all Flag-Cas9 + 14 ± 4.8 *n* = 4; ***p < 0.0001, one-way analysis of variance [ANOVA]). **(C)** Immunofluorescent staining for Flag-Cas9 and Gsk3β in infralimbic (IL) layer 5 of virus-injected D2Cre/LSL-Flag-Cas9 mice. Insets show the zoomed picture. **(D)** Quantification of the percentage of Gsk3β-expressing cells (IL L2/3 AAV GFP condition: in only GFP 97.7 ± 1.6, in GFP+/Flag-Cas9 + 99.3 ± 0.6, in all Flag-Cas9 + 99.3 ± 0.6 *n* = 3. AAV Gsk3 sgRNA/GFP condition: in only GFP 92.2 ± 1.7, in GFP+/Flag-Cas9 + 1.6 ± 1.4, in all Flag-Cas9 + 3.4 ± 2.9 *n* = 4. IL L5 AAV GFP condition: in only GFP 98.6 ± 0.6, in GFP+/Flag-Cas9 + 100 ± 0, in all Flag-Cas9 + 100 ± 0 *n* = 3. AAV Gsk3 sgRNA/GFP condition: in only GFP 87.5 ± 1.5, in GFP+/Flag-Cas9 + 1.6 ± 1.4, in all Flag-Cas9 + 1.6 ± 1.4 *n* = 4; ***p < 0.0001, one-way ANOVA). **(E)** Immunofluorescent staining for Flag-Cas9 and Gsk3β in cingulate (Cg) layer 5 of virus-injected D2Cre/LSL-Flag-Cas9 mice. Insets show the zoomed picture. **(F)** Quantification of the percentage of Gsk3β-expressing cells (Cg L5 AAV GFP condition: in only GFP 92.9 ± 4, in GFP+/Flag-Cas9 + 93.9 ± 3, in all Flag-Cas9 + 93.9 ± 3 *n* = 3. AAV Gsk3 sgRNA/GFP condition: in only GFP 90.6 ± 4.2, in GFP+/Flag-Cas9 + 3.1 ± 2.6, in all Flag-Cas9 + 3.5 ± 3 *n* = 4. STR AAV GFP condition: in all Flag-Cas9 + 100 ± 0 *n* = 3. AAV Gsk3 sgRNA/GFP condition: in all Flag-Cas9 + 1.6 ± 1.4 *n* = 4; ***p < 0.0001, one way ANOVA). Error bars show standard error of the mean (SEM). Note that in the AAV GFP injected control condition, all cells express Gsk3β (indicated by arrows). In the AAV Gsk3 sgRNA/GFP injected condition, only cells that express Flag-Cas9 (corresponding to D2 cells) and sgRNA/GFP do not have Gsk3β signal (indicated by arrowheads), while cells having sgRNA/GFP but not Flag-Cas9 staining (not D2 cells) still express Gsk3β (indicated with arrows).

Overall, this demonstrates that we can achieve highly efficient somatic knockout of GSK3β exclusively in D2 neurons of the adult mPFC without affecting neighboring cells and D2 neurons in other brain regions.

### Gsk3sKO in mPFC D2 neurons alters the translatome

We used a Cre-activated RiboTag reporter system and RNAseq to investigate the impact of GSK3β knockout on the translatome of mPFC D2 cells. To isolate the translatome specifically from mPFC D2 neurons, we crossed D2Cre/LSL-Flag-Cas9 mice with RiboTag mice.^32^ D2Cre/LSL-Flag-Cas9/RiboTag mice expressed Cas9 and hemagglutinin-tagged Rpl22 ribosomal subunit only in D2 neurons. The D2Cre/RiboTag system has been shown to be robust and specific for the isolation of ribosome-bound RNA from D2 cells.^29^ AAV Gsk3sgRNA/GFP (Gsk3sKO in mPFC D2) or AAV GFP (Ctrl) was injected into the mPFC of D2Cre/LSL-Flag-Cas9/RiboTag mice. The mPFC was dissected 3 weeks after viral infection. 

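Ribosome-associated RNA of mPFC D2 neurons was sequenced in 6 libraries, 3 from the Ctrl group and 3 from the Gsk3sKO in mPFC D2 group, all collected 3 weeks after injection. RiboTag immunoprecipitation uses the hemagglutinin tag on the Rpl22 subunit to pull down the ribosomes of tagged cells with the RNA bound to them. The libraries were made from total RNA with a stranded kit. The submitters' processing notes name HISAT2, SAMtools, StringTie and the GRCm38 build. The authors deposited the FPKM of each transcript in each library, which is the number of fragments scaled to transcript length and to the mapped fragments of the library, for 115220 transcripts of 47729 genes. The number of transcripts above 0 was 42649, 55841 and 48789 in Ctrl replicates 1 to 3 and 47601, 40787 and 41091 in Gsk3sKO replicates 1 to 3. The table holds no read counts. The spacing of its low values put the reads behind the FPKM of the Ctrl libraries at about 45.2, 31.9 and 23.5 M and of the Gsk3sKO libraries at about 41.3, 28.8 and 30.1 M. These depths are approximate, since between 14.9% and 23.6% of the low values compared lay within 0.01 reads of a whole number. The groups were compared with limma on log2(FPKM + 1) for the transcripts with a mean FPKM of at least 1 over the 6 libraries. The FPKM of all transcripts of a gene were also summed to a gene total, and 12874 gene totals passed the same filter. A log2 fold change on this scale understates the change of transcripts with low FPKM. The labels and the text read here do not say whether the 3 libraries of a group came from separate mice or from pools, and the Supplementary Data with the detailed methods were not used here, so the p-values measure only the spread between these libraries, which may be technical.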

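The sgRNA target ACTGTAACATAGTCCGACTG, followed by the PAM CGG, lies on chromosome 16 of GRCm38 from 38170698 to 38170717. In the GENCODE M21 annotation this is coding sequence in exon 3 of the 11 exons of the Gsk3b transcript ENSMUST00000023507 and in exon 3 of the 12 exons of ENSMUST00000114750. The FPKM of ENSMUST00000023507 was 33.5, 34.7 and 36.2 in the Ctrl libraries and 24.8, 21.6 and 21.2 in the Gsk3sKO libraries, with means of 34.8 ± 1.35 (SD, n = 3) and 22.5 ± 2.0 (SD, n = 3). Every Gsk3sKO library lay below every Ctrl library (2-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). In limma, its log2 fold change was -0.61 (standard error 0.14, unadjusted p = 0.00448), and the adjusted p was 0.619 after Benjamini-Hochberg adjustment over all tested transcripts. The second transcript, ENSMUST00000114750, was listed at 1.85, 18.7 and 20.0 FPKM in Ctrl and at 11.9, 15.4 and 12.5 in Gsk3sKO. The Gsk3b gene total was 48.6 ± 11.3 FPKM (SD, n = 3) in Ctrl and 35.9 ± 1.93 (SD, n = 3) in Gsk3sKO, and the groups overlapped because Ctrl replicate 1, at 35.6 FPKM, lay below 2 of the Gsk3sKO libraries (2-sided exact permutation test, p = 0.3). Its log2 fold change in limma was -0.40 (standard error 0.19, unadjusted p = 0.0648). This value rests in part on Ctrl replicate 1, without which it was -0.61 with an unadjusted limma p of 0.00279. With a covariate for library complexity chosen after the data were seen, the reads per sporadic value, it was -0.17 with an unadjusted limma p of 0.287. FPKM counts transcripts that carry an insertion or deletion at the target together with intact ones, so it does not measure the share of edited cells.

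**Figure D1:**
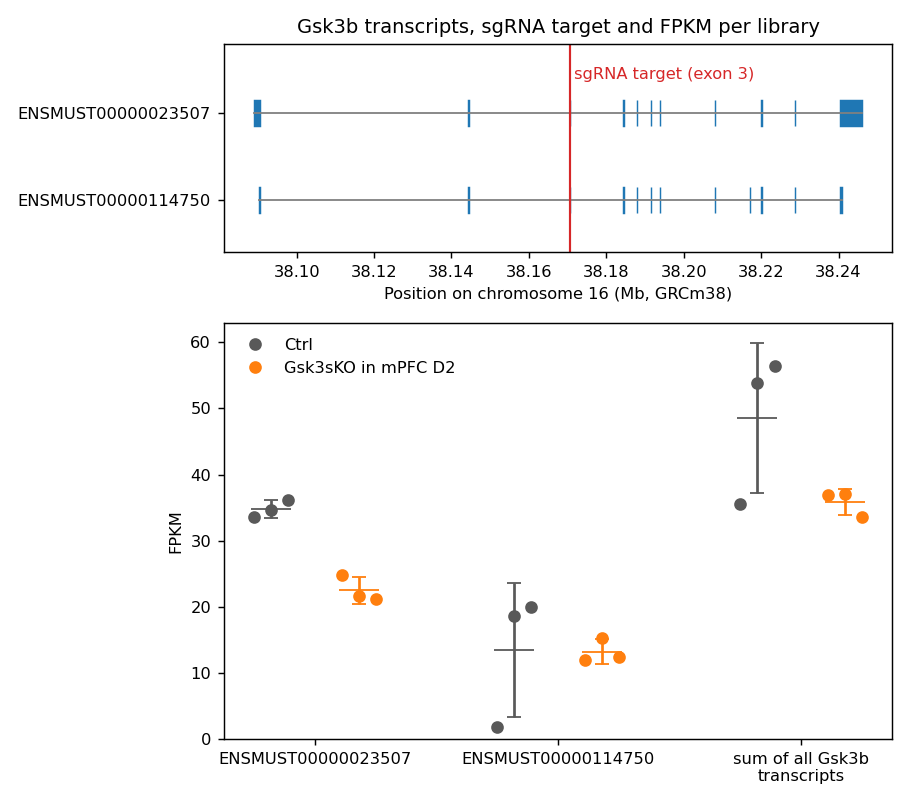
Top, exons of 2 Gsk3b transcripts by position on chromosome 16 (Mb, GRCm38), with the sgRNA target as a red line in exon 3. Bottom, FPKM of both transcripts and of the gene total in each library (points) with the mean and SD of each group (bars); the Ctrl and Gsk3sKO points are apart for ENSMUST00000023507 and overlap for ENSMUST00000114750 and the gene total.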

RiboTag-immunoprecipitation and RNA extraction was performed, followed by RNAseq (Fig. 3A). We identified 1,145 unique differentially expressed transcripts (DETs) in Gsk3sKO in mPFC D2 compared to Ctrl (Fig. 3B and Supplementary Table S1). 

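Among 21584 tested transcripts, 1200 had an unadjusted p under 0.05 in limma, which is 5.56% of those tested. A nominal 5% is 1079 transcripts. In simulated data 5.32% of unchanged transcripts were called, but these data hold no structure shared by the transcripts of a library. The other splits of the 6 libraries into 3 and 3 called between 675 and 1564 transcripts. The 1200 DETs belonged to 1041 genes, and 810 were lower and 390 higher in Gsk3sKO in mPFC D2. With Benjamini-Hochberg adjustment limma called 0 transcripts at an adjusted p under 0.05, and limma's linear model without moderation of the variances called 4. The 3 Ctrl and 3 Gsk3sKO values did not overlap for 2426 of the tested transcripts, a share of 11.2%, where chance gives 10%. In the authors' deposited table, which has no filter, 2200 of 69611 transcripts with a p-value (3.16%) have a p under 0.05. Of these, 1552 are lower and 648 higher in Gsk3sKO. At a mean FPKM of at least 1, the filter used here, 1101 transcripts have a p under 0.05 in that table. Neither 2200 nor 1101 equals the paper's count of 1145, and how that count was reached was not identified here. In limma the filter on low values moved the count of 1200 most. It was 1917 transcripts without a filter and 590 of 9662 tested at a mean FPKM of at least 5. In the authors' deposited table, 4 transcripts have a q under 0.05, those of Tubb6, Atxn1, Pde5a and Jchain, named here after their values were seen. The largest rise with no overlap between the groups was that of 6430548M08Rik transcript ENSMUST00000034281, from 0.229, 0.0951 and 5.45 FPKM in Ctrl to 81.4, 76.1 and 70.6 FPKM in Gsk3sKO (log2 fold change 5.23, standard error 0.68, limma adjusted p = 0.159). Another transcript of this gene, ENSMUST00000108950, fell from 24.4, 23.9 and 19.2 FPKM to 0.573, 0.687 and 0 FPKM (log2 fold change -4.08, standard error 0.31, limma adjusted p = 0.11), and the gene total had a log2 fold change of 0.37 (standard error 0.14). The largest fall was that of Ldha transcript ENSMUST00000005051, from 77.1, 79.4 and 76.7 FPKM in Ctrl to 0, 3.17 and 0.192 FPKM in Gsk3sKO (log2 fold change -5.53, standard error 0.54, limma adjusted p = 0.11), while the Ldha gene total had a log2 fold change of -0.16 (standard error 0.14). The next largest falls were those of transcripts of Camkv, Pam and Adcy9. The log2 fold change of the Camkv transcript, -4.79, rests on 2 of the Gsk3sKO libraries (0, 65.3 and 0 FPKM, against at least 92.1 FPKM in Ctrl). The transcripts of Pam and Adcy9 were listed at 0 in all 3 Gsk3sKO libraries. The Camkv gene total also fell, with a log2 fold change of -0.77 (standard error 0.19, limma adjusted p = 0.554). The gene totals of Pam and Adcy9 were at -0.16 (standard error 0.12) and -0.25 (standard error 0.23). The next largest rises, of transcripts of Arhgap26, Iscu and Cdc42bpa, had log2 fold changes between 3.67 and 3.71. The rise of Dnajc6 transcript ENSMUST00000106929 (log2 fold change 3.66) rests on 2 of the Gsk3sKO libraries (51.8, 0.198 and 36.7 FPKM, against at most 0.169 FPKM in Ctrl), and its log2 fold change lay between 2.67 and 5.40 with 1 library left out.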

To identify biological dimensions based on DETs, we performed biological pathway enrichment (Gene Ontology Biological Processes [GO-BP]) using gProfiler and clustering using EnrichmentMap and ClusterMaker in Cytoscape (Fig. 3C, Supplementary Fig. S2, and Supplementary Table S2).^41^ We then manually separated enriched clusters into “neuronal” and “general” functions. 

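Gene Ontology annotation was not used here, and 17 gene lists written by hand took its place. Each list was compared with all other genes that had at least 1 tested transcript, by the share of genes with a DET at an unadjusted p under 0.05. In the list of genes of the postsynapse and of synapse assembly, 23 of 103 genes had a DET, against 1018 of the other 12186 genes, an odds ratio of 3.15 (2-sided Fisher's exact test, p = 1.28e-05, adjusted p = 0.000217 over the 17 lists). In the list of genes of transmitter release, 15 of 85 genes had a DET, an odds ratio of 2.34 (2-sided Fisher's exact test, p = 0.00535, adjusted p = 0.0455). The odds ratio of the first list was 5.25 without a filter on low values (adjusted p = 3.36e-09 in Fisher's exact test) and 2.07 at a mean FPKM of at least 5 (adjusted p = 0.209 in Fisher's exact test). The adjusted p of the second list was 0.0635 without Ctrl replicate 1, 0.117 without Ctrl replicate 2, 0.667 without Gsk3sKO replicate 1 and 0.0525 without Gsk3sKO replicate 3. The share of genes with a DET rose with the number of tested transcripts, from 3.81% of genes with 1 tested transcript to 56.8% of genes with 8 or more. The median gene had 3 tested transcripts in the postsynapse list, 2 in the transmitter release list and 1 among all tested genes. The background changed the calls of both lists. When the list was compared with genes matched on the number of tested transcripts and on mean FPKM in 10000 permutations, 22.1 postsynapse genes were expected to have a DET (1-sided permutation p = 0.452). For the transmitter release list 13.1 genes were expected by the same matching (1-sided permutation p = 0.316). At the level of gene totals, the median log2 fold change was 0.02 in the postsynapse list (camera adjusted p = 0.075) and 0.01 in the transmitter release list (camera adjusted p = 0.305). Both medians changed sign after a correction for GC content and length chosen after the data were seen, to -0.03 and -0.04. The correction also moved the median of all gene totals, from -0.062 to -0.088, so the change of sign may in part be a shift common to all genes. Against the other genes, camera still gave the postsynapse list the direction up (camera adjusted p = 0.395).

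**Figure D2:**
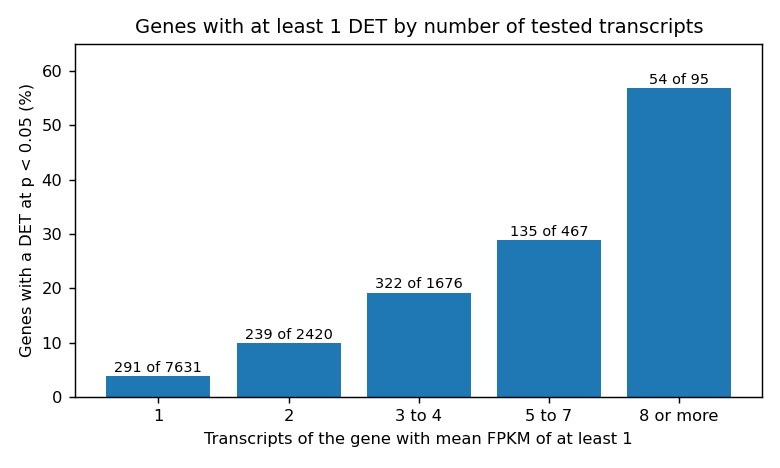
Percent of genes with at least 1 DET at an unadjusted p under 0.05 (vertical axis) by the number of tested transcripts of the gene (horizontal axis). The share is 3.81% with 1 tested transcript and 56.8% with 8 or more.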

The biggest and most enriched “neuronal function” clusters were related to postsynaptic structure and function as well as neurotransmission (Fig. 3C). The biggest and most enriched “general function” clusters were purine metabolism, ubiquitin-dependent catabolism, and histone acetylation. 

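Lists for the 3 general functions were tested in the same way. In the purine metabolism list, 9 of 70 genes had a DET, an odds ratio of 1.60 (2-sided Fisher's exact test, p = 0.192, adjusted p = 0.436). In the ubiquitin-dependent catabolism list, 18 of 127 genes had a DET, an odds ratio of 1.80 (2-sided Fisher's exact test, p = 0.0349, adjusted p = 0.148). In the histone acetylation list, 12 of 87 genes had a DET, an odds ratio of 1.74 (2-sided Fisher's exact test, p = 0.0807, adjusted p = 0.273). Without a filter on low values the odds ratios were 3.16, 2.99 and 3.66, with adjusted p of 0.00203, 0.000172 and 0.000137 in Fisher's exact test. Leaving out Gsk3sKO replicate 2 brought the adjusted p of the purine metabolism list to 0.016 and that of the histone acetylation list to 0.00709, and leaving out Gsk3sKO replicate 3 brought that of the purine metabolism list to 0.0412. The odds ratio of the ubiquitin-dependent catabolism list was 1.10 without Ctrl replicate 1 and 1.03 without Ctrl replicate 3. Matching on the number of tested transcripts and on mean FPKM gave 8.99, 16.4 and 11.7 expected genes (1-sided permutation p = 0.554, 0.372 and 0.506). The median log2 fold changes of the gene totals were -0.11, -0.03 and -0.08 (camera adjusted p = 0.354, 0.699 and 0.99).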

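With a difference of mean log2(FPKM + 1) above 5-fold and an unadjusted limma p under 0.05, 61 transcripts were higher and 137 lower in Gsk3sKO in mPFC D2, 198 transcripts of 180 genes in all. The pseudocount moved these counts most, to 177 higher and 451 lower with a pseudocount of 0.1. Leaving out Ctrl replicate 1 gave 309 such transcripts and leaving out Gsk3sKO replicate 1 gave 375. In the authors' deposited table, 34 transcripts have a p under 0.05 and a fold above 5, and 81 have a p under 0.05 and a fold under 0.2. Of the 198 transcripts, 32 were listed at 0 in all 3 libraries of 1 group. The median absolute log2 change was 2.72 for these transcripts, which were chosen for a large change, and 0.23 for their gene totals, which were not, so the transcripts had to show the larger change of the 2. For 151 of the 198 transcripts the gene total stayed within 1.5-fold. The gene total moved the same way at an unadjusted limma p under 0.05 for 50 transcripts and the opposite way for 4. Of these 50, 25 came from genes with 1 listed transcript above 0, where the gene total is the transcript itself, and 25 from the 173 transcripts in genes with another one.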

We then performed pathway enrichment analysis of more than fivefold upregulated (34 transcripts, Supplementary Table S1) or more than fivefold downregulated (81 transcripts, Supplementary Table S1) transcripts (Fig. 3D and E). In both cases, most of the enriched pathways were associated with synaptic functions (Fig. 3D and E).

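Fig. 3D and E name genes and not transcripts, and 9 genes of Fig. 3D and 3 of Fig. 3E were followed here. For each gene the transcript was chosen by its change, as the one with a p under 0.05 and a fold above 5 or under 0.2 in the authors' deposited table, so large changes and little overlap between the groups follow in part from the choice. In limma, the 12 transcripts chosen had adjusted p between 0.165 and 0.772. The largest rise was that of Arf1 transcript ENSMUST00000163300, on chromosome 11, from 3.46 ± 1.83 FPKM (SD, n = 3) in Ctrl to 51.8 ± 23.8 FPKM (SD, n = 3) in Gsk3sKO. Its log2 fold change was 3.51 (standard error 0.47), and that of the Arf1 gene total was 0.43 (standard error 0.24), or 0.13 without Ctrl replicate 3. Camk2b transcript ENSMUST00000090443 rose from 0.902 ± 0.794 FPKM (SD, n = 3) to 16.2 ± 11.4 FPKM (SD, n = 3), while the Camk2b gene total had a log2 fold change of 0.29 (standard error 0.17), or 0.46 without Gsk3sKO replicate 1 and 0.16 without Gsk3sKO replicate 2. Fmr1 transcript ENSMUST00000088546 rose from 0.17 ± 0.153 FPKM (SD, n = 3) to 9.48 ± 4.68 FPKM (SD, n = 3), with a log2 fold change of 0.05 (standard error 0.18) for the gene total. This total had a negative log2 fold change of -0.17 after the correction for GC content and length. The transcripts of Arc, Dnajc6, Map3k7, Ak6, Naa60 and Peli1 rose with log2 fold changes between 2.32 and 2.52. Among the downregulated transcripts, Clstn3 ENSMUST00000112523 fell from 12.2, 10.6 and 14.1 FPKM to 3.92, 0 and 0 FPKM, and Magi2 ENSMUST00000197443 was listed at 2.6, 14.2 and 11.2 FPKM in Ctrl and at 0 in all 3 Gsk3sKO libraries. Anks1b ENSMUST00000182966 had a log2 fold change of -2.66. The gene totals of the 12 genes had log2 fold changes between -0.18 and 0.61, and 1 of them, Naa60, had an unadjusted p under 0.05 in limma. In the authors' deposited table, the q of the Map3k7 transcript is 0.157 and that of the others named here is 0.721.

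**Figure D3:**
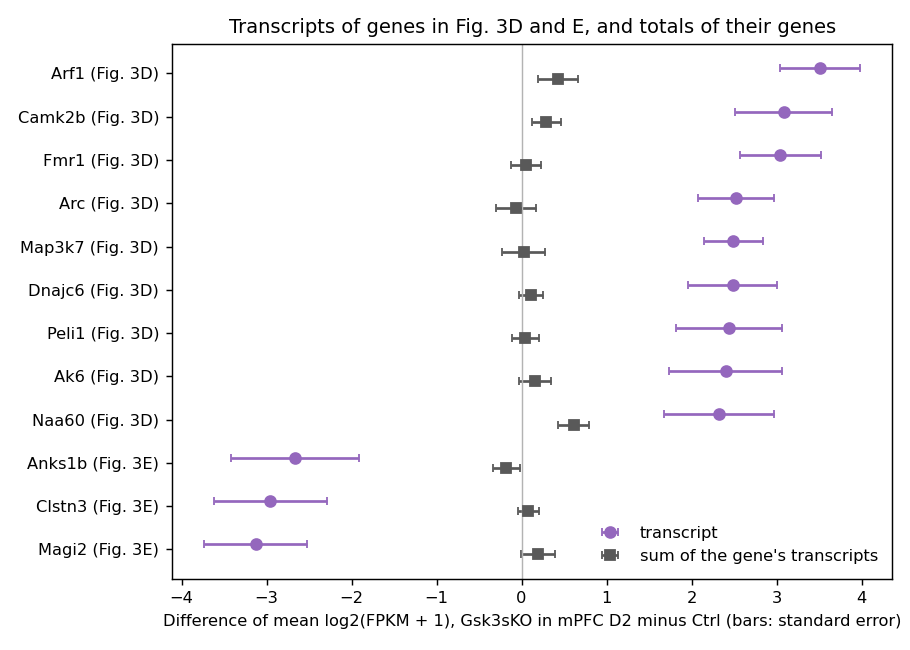
Difference of mean log2(FPKM + 1) between Gsk3sKO and Ctrl (horizontal axis, bars give the standard error) for the 5-fold-changed transcript and the gene total of 12 genes named in Fig. 3D and E. The transcripts, chosen for their change, lie far from 0, with Magi2 listed at 0 in all Gsk3sKO libraries, and the gene totals lie between -0.18 and 0.61.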

**FIG. 3.**
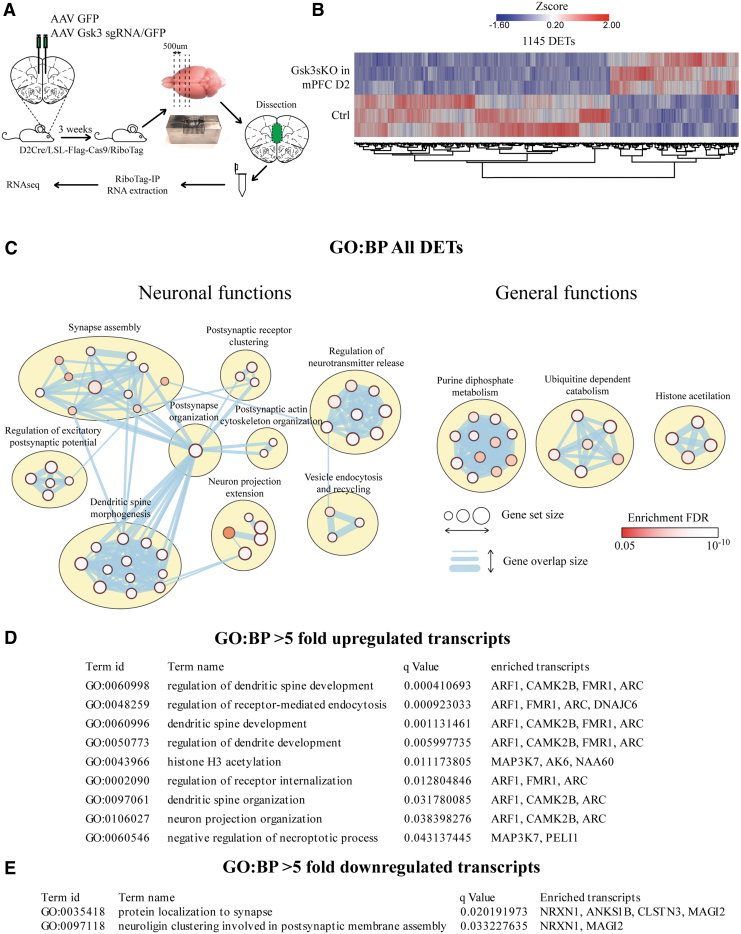
Knockout of GSK3β in D2 neurons of the mPFC induces translatome alterations. **(A)** Schematic representation of virus injection, tissue dissection, and RiboTag-IP RNA isolation. **(B)** Heat map summarizing differentially expressed transcripts (DETs) between Ctrl and Gsk3sKO in mPFC D2 conditions. **(C)** Enrichment of DETs in Gene Ontology Biological Processes (GO-BP). Visualization is made by cytoscape. **(D)** Enrichment of more than fivefold upregulated transcripts in GO-BP. **(E)** Enrichment of more than fivefold downregulated transcripts in GO-BP.

Overall, this shows that intersectional CRISPR-Cas9-mediated manipulations can be combined with genome-wide translational readout. It also indicates that GSK3β knockout in mPFC D2 neurons can induce large-scale changes in the neuronal translatome, with the biggest effect on transcripts involved in synaptic functions.

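Gene totals were tested in the same model to separate a change in the RNA of a gene from a shift between its transcripts. At an unadjusted p under 0.05, limma called 844 gene totals, 6.56% of those tested. A nominal 5% is 644 gene totals. In simulated data without structure shared by a library 5.34% of unchanged genes were called. The other splits of the libraries into 3 and 3 called between 323 and 919 gene totals. Of the 844, 669 were lower and 175 higher in Gsk3sKO in mPFC D2. After rescaling each library to the median ratio 485 were lower and 262 higher. The groups did not overlap for 1545 gene totals, a share of 12.0%, where chance gives 10%. At a Benjamini-Hochberg adjusted p under 0.05, limma called 6 gene totals, all lower in each of the 3 Gsk3sKO libraries than in any Ctrl library. By annotation these were the snoRNAs Snora34 and Gm25855, the rRNA Gm26381, the protein-coding Gm20716, and the immunoglobulin genes Igkc and Ighg2c. The last 2 were named after their values were seen. The Igkc gene total was 36.9 ± 14.0 FPKM (SD, n = 3) in Ctrl and 6.23 ± 1.16 FPKM (SD, n = 3) in Gsk3sKO, a log2 fold change of -2.34 (standard error 0.26, limma adjusted p = 0.044). Snora34, Gm26381 and Gm20716 were listed at 0 in all 3 Gsk3sKO libraries. The count was 21 without Ctrl replicate 3, 2 without Ctrl replicate 1, 1 without Ctrl replicate 2 and 0 without any 1 of the Gsk3sKO libraries. Of 908 DETs from genes with more than 1 tested transcript, the gene total moved the same way at an unadjusted limma p under 0.05 for 116, a share of 12.8%. Of 27 genes named in the paper, 25 could be tested as gene totals. In limma, 0 of them had an adjusted p under 0.05, either over all genes tested or adjusted over the list alone, and Gapdh and Naa60 had an unadjusted p under 0.05. Part of that list was chosen by the paper from these libraries, so it is not independent evidence. From its RNAseq data the paper proposes that GSK3β knockout in mPFC D2 neurons can change the neuronal translatome on a large scale, with the biggest effect on transcripts of synaptic functions.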

### Gsk3sKO in mPFC D2 neurons exerts an anxiolytic-like effect on mouse behavior

Behavioral consequences of GSK3β expression in adult D2-expressing mPFC neurons were then investigated. First, Ctrl and Gsk3sKO in mPFC D2 mice were subjected to several anxiety-related behavioral tests. In the dark–light emergence test, Gsk3sKO in mPFC D2 mice spent more time, traveled longer distance, and performed more entries in the light chamber compared to control (Fig. 4A–D). The open field test did not reveal significant differences between the two groups (Fig. 4E–G), and in the elevated plus maze test, Gsk3sKO in mPFC D2 mice spent more time in the open arms compared to Ctrl mice (Fig. 4H). To obtain a more complete understanding of anxiety status, we summarized the results across all the tests by performing behavioral Z-scoring for all mice.^33,35^ Mice from Gsk3sKO in the mPFC D2 group showed a decrease in the emotionality Z-score compared to control mice (Fig. 4I), while their locomotion Z-score was unaffected (Fig. 4J).

**FIG. 4.**
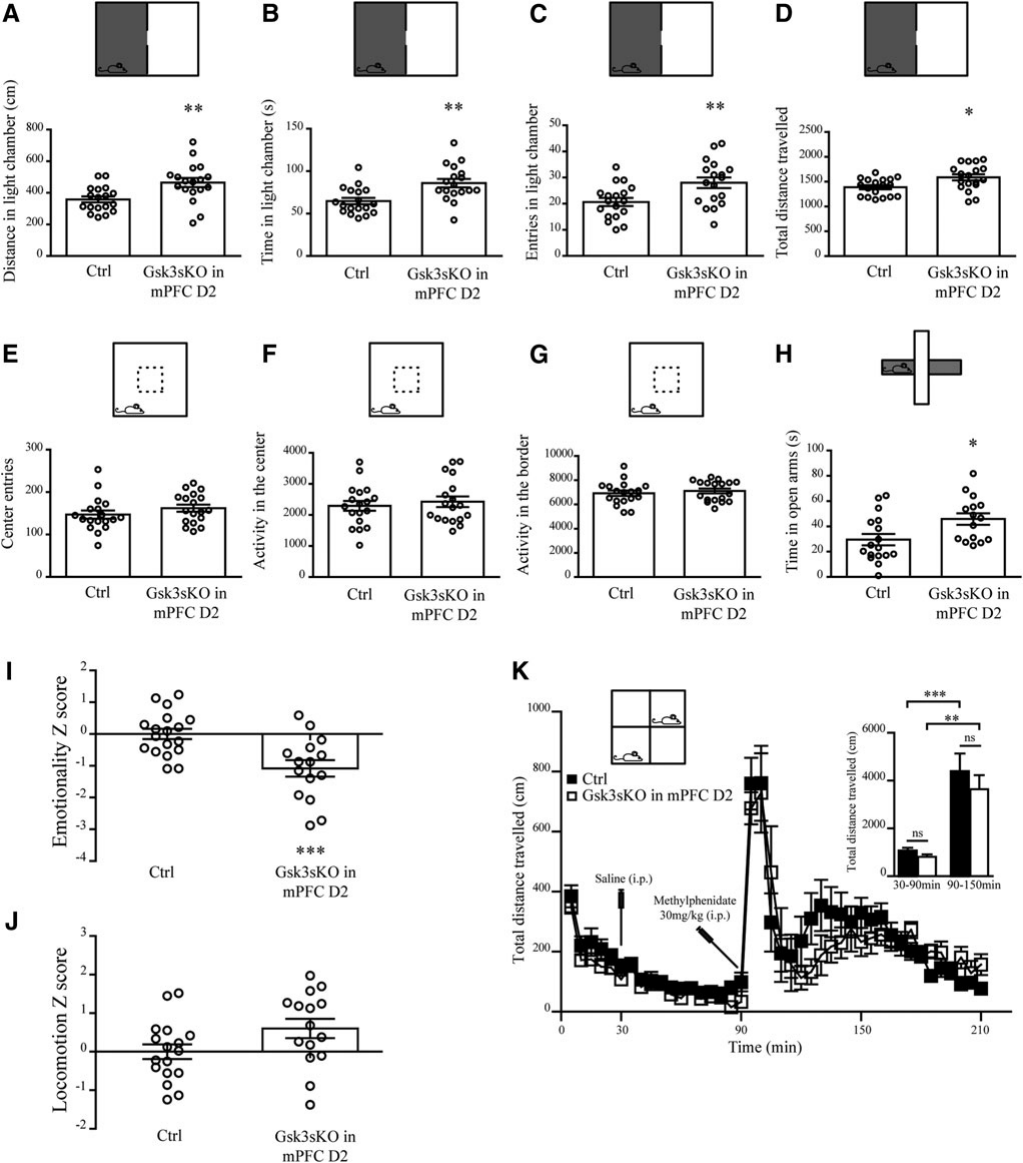
GSK3β of mPFC D2 neurons regulates anxiety-related behaviors. **(A–D)** Dark–light emergence test for Ctrl and Gsk3sKO in mPFC D2 mice. **(A)** Distance traveled in the light chamber (Ctrl: 357.9 ± 18.8 cm *n* = 18; Gsk3sKO in mPFC D2: 464.5 ± 29.1 cm *n* = 18). **(B)** Time spent in the light chamber (Ctrl: 64.6 ± 3.7 s *n* = 18; Gsk3sKO in mPFC D2: 85.9 ± 4.9 s *n* = 18). **(C)** Entries in the light chamber (Ctrl: 20.6 ± 1.5 *n* = 18; Gsk3sKO in mPFC D2: 28.00 ± 2.0 *n* = 18). **(D)** Total distance traveled (Ctrl: 1387 ± 41.3 cm *n* = 18; Gsk3sKO in mPFC D2: 1585 ± 61.6 cm *n* = 18). **(E–G)** Open field test for Ctrl and Gsk3sKO in mPFC D2 mice. **(E)** Center entries (Ctrl: 147 ± 9.5 *n* = 18; Gsk3sKO in mPFC D2: 162 ± 8.3 *n* = 18). **(F)** Activity in the center (Ctrl: 2293 ± 159.1 *n* = 18, Gsk3sKO in mPFC D2: 2425 ± 170.1 *n* = 18). **(G)** Activity in the border (Ctrl: 6923 ± 227 *n* = 18, Gsk3sKO in mPFC D2: 7111 ± 198 *n* = 18). **(H)** Elevated plus maze test for Ctrl and Gsk3sKO in mPFC D2 mice. Time in open arms (Ctrl: 29.5 ± 4.5 s *n* = 17; Gsk3sKO in mPFC D2: 45.8 ± 4.5 s *n* = 15). **(I)** Emotionality *Z*-score (Ctrl: −0.0000000033 ± 0.16 *n* = 18; Gsk3sKO in mPFC D2: −1 ± 0.25 *n* = 15). **(J)** Locomotion *Z*-score (Ctrl: −0.00000001 ± 0.19 *n* = 18; Gsk3sKO in mPFC D2: 0.6 ± 0.25 *n* = 15). **(K)** Total distance traveled every 5 min for Ctrl and Gsk3sKO in mPFC D2 mice after injection of saline at 30 min and methylphenidate at 90 min. Insert on the right shows total distance traveled between 30 and 90 min (Ctrl 1067 ± 121.2 *n* = 11; Gsk3sKO in mPFC D2 805.4 ± 105.8 *n* = 10) and 90 and 150 min (Ctrl 4384 ± 750.0 *n* = 11; Gsk3sKO in mPFC D2 3639 ± 590.8 *n* = 10). Error bars show SEM. *p < 0.05; **p < 0.01; ***p < 0.001; Student's *t*-test.

To evaluate whether GSK3β in mPFC D2 can affect hyperactivity, Ctrl and Gsk3sKO in mPFC D2 mice were treated with the dopamine reuptake inhibitor methylphenidate (30 mg/kg i.p.), and locomotion was measured (Fig. 4K) before and after drug administration. Mice from both groups showed no difference in exploratory locomotor activity prior to drug administration. Furthermore, in both groups, drug-induced hyperlocomotion was not affected by the knockout of GSK3β in mPFC D2 (Fig. 4K).

This indicates that a reduction of GSK3β expression in D2 neurons of the mPFC is sufficient to impact anxiety-related behaviors and does not affect locomotor behaviors.

### Gsk3β in mPFC D2 neurons is implicated in cognitive and social behaviors

Cortical GSK3β has been shown to be involved in cognitive and social behaviors.^8,12^ Thus, we expanded behavioral testing of both groups of mice to assess working memory and social interactions. In the novel object recognition (NOR) test, Gsk3sKO in mPFC D2 mice showed less robust discrimination between novel and familiar objects (Fig. 5A–F). This is indicative of mild short-term memory impairments.

**FIG. 5.**
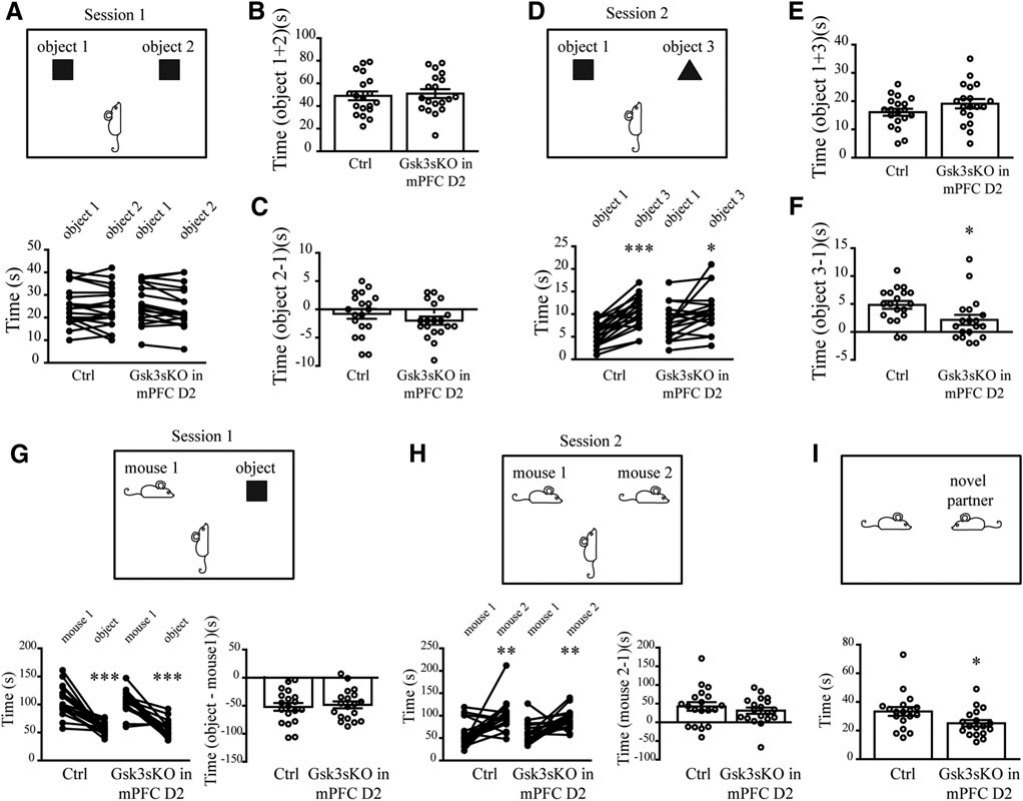
GSK3β of mPFC D2 neurons contributes to cognitive and social behaviors. **(A)** Novel object recognition (NOR) test for Ctrl and Gsk3sKO in mPFC D2 mice in session 1. **(B)** Total time spent with both objects (session 1 Ctrl: 49 ± 3.9 s *n* = 19; Gsk3sKO in mPFC D2: 50.9 ± 3.8 s, *n* = 19). **(C)** Difference in time spent with object 2 versus object 1 (session 1 Ctrl: −0.7 ± 0.8 s *n* = 19; Gsk3sKO in mPFC D2: −2 ± 0.7 s *n* = 19). **(D)** NOR test for Ctrl and Gsk3sKO in mPFC D2 mice in session 2 (*p < 0.05; ***p < 0.001; paired *t*-test). **(E)** Total time spent with both objects (session 2 Ctrl: 16.1 ± 1.2 s *n* = 19; Gsk3sKO in mPFC D2: 19.1 ± 1.6 s *n* = 19). **(F)** Difference in time spent with object 3 versus object 1 (session 2 Ctrl: 4.8 ± 0.7 s *n* = 19; Gsk3sKO in mPFC D2: 2.1 ± 0.9 s *n* = 19; *p < 0.05; Student's *t*-test). Preference for social novelty for Ctrl and Gsk3sKO in mPFC D2 mice. **(G)** Session 1 (time difference object–mouse: Ctrl: −52 ± 6.8 s *n* = 19; Gsk3sKO in mPFC D2: −48.4 ± 6.1 s *n* = 19). **(H)** Session 2 (time difference mouse 2–mouse 1: Ctrl: 42.5 ± 11.5 s *n* = 19; Gsk3sKO in mPFC D2: 31.3 ± 8.3 s *n* = 19; **p < 0.01; ***p < 0.001; paired *t*-test). **(I)** Free social interaction test for Ctrl and Gsk3sKO in mPFC D2 mice. Time in interaction (Ctrl: 33.3 ± 3.1 s *n* = 18; Gsk3sKO in mPFC D2: 25.1 ± 2.2 s *n* = 18; *p < 0.05; Student's *t*-test). Error bars show SEM.

In the three-chamber social test, Gsk3sKO in mPFC D2 mice did not differ from control mice in their preference for social novelty (Fig. 5G and H). However, mice in Gsk3sKO in mPFC D2 group spent less time in free social interaction compared to controls (Fig. 5I).

Overall, this suggests that GSK3β in mPFC D2 neurons may contribute to short-term memory and social behaviors.

## Discussion

The results presented here underscore the involvement of GSK3β in cortical D2 neurons in different behavioral modalities and demonstrate the usefulness of CRISPR-Cas9-mediated intersectional knockout strategies to investigate the functions of ubiquitously expressed genes in complex tissues.

D2 receptors are expressed in a mosaic of cell populations across different cortical regions.^29^ GSK3β is ubiquitously present throughout the brain and is regulating a variety of processes such as neuronal development and synaptic plasticity.^2,3,5,6^ Among these functions, GSK3β is an important mediator of D2 signaling that can be involved in the effects of lithium and antipsychotic drugs.^24,27,28^ D2 receptor signaling in different brain regions is believed to contribute to different behavioral dimensions under basal conditions and in response to drug treatment.^42^ Thus, it is required to target GSK3β gene expression only in D2 cells of a given brain region during adulthood if one wants to bypass developmental effects and understand the circuit correlate of its involvement in behavioral regulation. However, this type of genetic manipulation has been technically challenging. We overcame this limitation by combining AAV-mediated delivery of *Gsk3b* sgRNA in mice expressing Cas9 only in D2 neurons and achieved efficient and specific high-resolution knockout of GSK3β only in D2 neurons of the adult mouse mPFC (Fig. 2). One recent study also used an intersectional CRISPR-Cas9-mediated knockout to delete dopamine beta hydroxylase from a defined cluster of tyrosine hydroxylase–expressing neurons in the locus coeruleus to decouple the effects of the release of norepinephrine from changes in neuronal activity.^43^ Along with our results, this shows that intersectional CRISPR-Cas9 techniques can have broad applications.

We investigated whether GSK3β of mPFC D2 neurons is involved in the regulation of anxiety-related, cognitive, and social behaviors. These behaviors are known to be affected when manipulating GSK3β activity in a less selective manner.^44^

Knockout of GSK3β in mPFC D2 neurons resulted in anxiolytic-like behaviors (Fig. 4). In line with our findings, we previously showed that CRISPR-Cas9-mediated somatic knockout of GSK3β in all neurons of the mPFC also results in anxiolytic-like behaviors.^11^ Moreover, decrease anxiety-related behaviors were documented in forebrain pyramidal neuron GSK3β knockout mice and adult PFC GSK3β knockout mice.^8,9^ However, knockout of GSK3β in all D2 neurons of the brain failed to show anxiety-related effects.^28^ These differences can be explained by a lack of brain region selectivity and potential developmental effects of deleting GSK3β in all neurons of the brain that expressed D2 either at the adult stage or during development, which can alter the proper formation of neuronal networks. Stimulation of D2 receptor results in an increase of GSK3β activity.^44^ Interestingly, elevated D2 receptor availability in the PFC was found in patients with anxiety disorder compared to healthy subjects.^45^ Moreover, a decrease in anxiety symptoms after therapy was significantly correlated with the decrease of D2 receptor availability in the PFC.^46^ These findings strongly support a role of GSK3β in the regulation of anxiety-related behaviors downstream of D2 receptors in the mPFC of the adult brain.

Knockout of GSK3β in mPFC D2 neurons negatively impacted working memory and free social interaction (Fig. 5). Previous reports concerning the involvement of brain GSK3β in the regulation of these behavioral dimensions have been contradictory. In contrast to our findings, gain of function resulting from germline transgenic mice expressing constitutively active GSK3β (Gsk3β knockin mice) show impairments in NOR.^12^ In addition, heterozygous germline GSK3β knockout mice show no difference in social interactions, while forebrain pyramidal neuron GSK3β knockout mice show prosocial effects compared to controls in a free interaction test.^8^ Differences between these models can once again arise from developmental effects and circuit-specific involvement of GSK3β. In line with our observations, antagonism of D2 receptors in the PFC of adult rats impaired NOR and social novelty discrimination.^47^ This highlights that the involvement of GSK3β in the regulation of cognitive and social behaviors is cell type, brain region, and developmental stage selective.

The effects of GSK3β knockout on behaviors can be mediated by its action on synaptic transmission and plasticity. We have recently shown that knockout of GSK3β results in an increase in fragile X mental retardation syndrome-related protein 1 (FXR1).^9,11^ The regulation of FXR1 by GSK3β involves a post-translational mechanism involving the phosphorylation of FXR1 by the kinase. CRISPR-Cas9-mediated knockout of GSK3β in neuronal cultures affected AMPA receptors, and this effect was mediated via FXR1.^48^ CRISPR-Cas9-mediated somatic knockout of GSK3β or an increase in FXR1 expression in the adult mouse mPFC causes a decrease in AMPA-mediated spontaneous currents and a reduction in anxiety-like behaviors.^11^ This suggests that GSK3β–FXR1 interaction is important in the regulation of AMPA receptors and anxiety-related behaviors. However, further investigations are needed to elucidate the role of GSK3β on neurotransmission and plasticity specifically in D2-expressing neurons of the mPFC.

In addition to behavioral changes, the combination of CRISPR-Cas9 knockout with the RiboTag reporter system allowed ribosome-associated RNA to be extracted specifically from mPFC D2 neurons, and showed that GSK3β knockout has a large impact on the neuronal translatome (Fig. 3). Particularly, transcripts affected by GSK3β knockout were enriched in synaptic structure and function, neurotransmission, purine metabolism, ubiquitin-dependent catabolism, and histone acetylation, among others. Pathway enrichment analysis of highly affected (more than fivefold up- or downregulated) transcripts indicated that GSK3β knockout largely impacts synaptic function-related pathways (Fig. 3). In addition to previously discussed findings, these results indicate that the effect of GSK3β on behaviors can be mediated by its impact on synaptic functions in the D2 cells of the mPFC. Overall, this underscores the possibility of obtaining a translatome footprint of a given gene knockout in a brain region and cell type-selective manner.

Inhibition of GSK3β activity has been reported to occur in response to SSRIs, ketamine, antipsychotics, some anticonvulsants (mood stabilizers), and lithium.^9,15,16,25–27^ Furthermore, data from animal models support a role for GSK3β activity in the effect of these drugs.^44^ It is probable that subsets of these effects are explainable by the modulation of GSK3β downstream of D2 receptors in different brain regions. Our results indicate that GSK3β in adult mPFC neurons expressing D2 contributes to cognitive, social, and emotional dimensions of behavioral regulation. This regulation can for example contribute to the regulation of mood by lithium or of negative symptoms by antipsychotics in schizophrenia.

## Conclusion

Intersectional approaches have proven important to the precision of functional studies of neuronal circuits using optogenetics. Our results also underscore the viability of this approach to study gene functions in a network-defined fashion. This can advance our understanding of drug action at the brain circuit level and potentially lead to the development of circuit selective therapeutics.

## Supplementary Material

Supplemental data

How the deposited data were processed for this re-analysis (not part of the article)

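Ribosome-associated RNA was measured by RNAseq in 3 Ctrl libraries and 3 Gsk3sKO in mPFC D2 libraries, taken by RiboTag immunoprecipitation from the mPFC of male mice 3 weeks after viral injection. Each library was assigned to its group and replicate number from the submitters' labels and the paper's description of the viruses. All 6 libraries were used, and 0 columns of values per library were left out.

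The authors deposited FPKM values for each transcript and library, made with the aligner, sorter and transcript assembler that the submitters' processing notes list as HISAT2 2.1.0, SAMtools 1.9 and StringTie 1.3.4d, on the GRCm38 build. The settings of these tools are not given in the sources used here. FPKM divides by the number of mapped fragments and the transcript length, and the division of reads between overlapping transcripts of a gene is an estimate, so a change of 1 transcript can come with an opposite change of another. The authors also deposited a fold for each transcript, which was tested here and equals the difference of the group means of log2(FPKM + 1), turned back to a linear ratio (largest difference of the log2 values 9.5e-15). The p-value the authors deposited was tested here and equals that of an ordinary linear model with 2 groups on log2(FPKM + 1), without a filter (largest difference 8.8e-10), and a q-value is given beside it. Transcripts at 0 in all libraries have no p-value in the authors' deposited table. The Supplementary Data, to which the paper refers for detailed methods, were not used here. The sections of the paper read here name no test for the RNAseq data, and the statistics section names a test between 2 groups with a threshold of 0.05 for the paper as a whole.

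Transcripts were matched to the GENCODE M21 annotation of GRCm38, in which 114237 of the 115220 were found and 983 were not. Gene names are those of the deposited table. The sgRNA target was placed by matching its sequence to the annotated transcripts, since no genome sequence was used here.

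The read depth was estimated from the spacing of low values of transcripts longer than 800 bases in genes with 1 listed transcript. As a second measure of the libraries, the median number of reads behind a value seen in 1 library alone was 11.4, 4.2 and 4.95 in Ctrl replicates 1 to 3 and 7.39, 8.52 and 12.7 in Gsk3sKO replicates 1 to 3. Such sporadic values may rest on more reads when fewer different molecules were sequenced, but this was not tested. Where library complexity is named, it stands for this measure. The short RNA Gm23935, chosen after its values were seen, made up 24.3%, 24.9% and 12.9% of the summed FPKM in Ctrl and 13.4%, 12.2% and 7.8% in Gsk3sKO. Xist was at most 0.0112 FPKM and Ddx3y between 11.6 and 17.5 FPKM in each library, as in male tissue.

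Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend) on log2(FPKM + 1), without covariates, for transcripts with a mean FPKM of at least 1 over all 6 libraries, and for gene totals with the same filter. Tests were 2-sided and adjusted by the Benjamini-Hochberg method. A transcript was called a DET at an unadjusted p under 0.05, and changed more than 5-fold when its fold was also above 5 or below the inverse of 5. Exact permutation tests over the 6 libraries cannot give a p below 0.1. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.

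The model was tested on simulated data for these 6 libraries. The noise was drawn for each transcript or gene total apart, without structure shared by a library. The changed ones were drawn from those with a mean log2(FPKM + 1) above 2, so lower ones were not simulated as changed. Of 100 transcripts changed by 1 on the log2 scale, 68% had an unadjusted p under 0.05 and 4% an adjusted p under 0.05, and of 100 changed by 2, 91% and 34%. For gene totals the shares were 85% and 28% at a change of 1 and 100% and 73% at a change of 2. Of unchanged transcripts 5.32% and of unchanged genes 5.34% had an unadjusted p under 0.05.

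The paper's Gene Ontology analysis was not repeated. In its place stand 17 lists written by hand, namely postsynapse and synapse assembly, transmitter release, purine metabolism, ubiquitin-dependent catabolism, histone acetylation, ribosomal proteins, immediate early genes, interferon response, p53 targets, Wnt and β-catenin targets, genes of dopaminoceptive striatal neurons, and markers of astrocytes, oligodendrocytes, microglia, endothelial cells, excitatory neurons and inhibitory neurons. Each list was tested with Fisher's exact test on genes with a DET, with a permutation among genes in the same class of tested transcripts and mean FPKM (10000 permutations, smallest possible p 0.0001), and on gene totals with limma's camera (preset correlation 0.01, and an estimated correlation as a check) and fry.

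The named genes follow a fixed rule, apart from those given after it. The rule covers every gene the paper names and the protein-coding gene nearest each predicted off-target site. It also covers the 5 transcripts with the largest rise and the 5 with the largest fall. These were taken among those with an unadjusted p under 0.05 and no overlap of the groups, and the same was done for gene totals. Outside the rule, the immunoglobulin genes, Gm23935, mt-Rnr1 and mt-Rnr2 were chosen after their values were seen. They are counted among the 72 named genes and transcripts. Tubb6, Atxn1 and Pde5a were also named after their values were seen, and Xist and Ddx3y were read for the sex of the libraries. A gene that this rule covers is not reported here, and the counts of named genes leave it out. The assignment of libraries, the tests, the 17 lists, this rule and the alternatives were set before the data were examined, except the correction for GC content and length, the covariate and the lists of blood genes and of plasma or B cell genes, which were added after. The alternatives were a pseudocount of 0.1, no filter, a mean FPKM of at least 5, libraries rescaled to the median ratio, no moderation of the variances, moderation without a trend, the replicate number as a block, leaving out each library, the ratio of the group means, the authors' p-values, the matched background, the correction for GC content and length, and the reads per sporadic value as a covariate. The Western blot, TIDE, immunofluorescence and behavioral experiments were not analysed here.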

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

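The tests of the FPKM denominators, of RNA from untagged cells and of rRNA depletion, and the covariate itself, were chosen only after the result was seen.

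Mitochondrial rRNA, which the paper does not discuss, stood above the control level in the Gsk3sKO libraries. The rRNAs mt-Rnr1 and mt-Rnr2 made up 1.77%, 2.07% and 1.61% of the summed FPKM in Ctrl and 3.17%, 4.3% and 7.08% in Gsk3sKO. The means were 1.82% ± 0.231 (SD, n = 3) and 4.85% ± 2.02 (SD, n = 3), with no overlap between the groups (2-sided exact permutation test, p = 0.1, the smallest p this design allows). The summed FPKM was lower on average in Gsk3sKO (402163, against 524579 in Ctrl), and the smaller sum adds to the higher share. In limma the log2 fold change was 1.10 (standard error 0.38, adjusted p = 0.688) for mt-Rnr1 and 0.88 (standard error 0.33, adjusted p = 0.709) for mt-Rnr2. With 1 library left out they lay between 0.72 and 1.37 and between 0.64 and 1.09, and the lowest value of mt-Rnr1 came without Gsk3sKO replicate 3. These 2 genes were chosen after their values were seen.

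A shift of the FPKM denominators would move protein-coding genes by as much as the rRNAs, but their median log2 fold change was -0.057, against 0.99 for the rRNAs. More RNA from astrocytes, oligodendrocytes and endothelial cells in the Gsk3sKO immunoprecipitates would raise their markers, but the median over 48 such genes was -0.063 (SD 0.373). These markers do not cover untagged neurons, so more RNA from those neurons stays open. Weaker depletion of rRNA alone would leave the mitochondrial mRNAs in place, but their median log2 fold change was 0.59, with 12 of 13 higher. Library complexity stays open. With the reads per sporadic value as a covariate the median of the 2 rRNAs was 0.75, with log2 fold changes of 0.81 (standard error 0.41) for mt-Rnr1 and 0.70 (standard error 0.37) for mt-Rnr2, so the loss is within the standard errors and the covariate's part cannot be told apart from that of the groups. A change in mitochondrial RNA after the knockout also stays open as a biological explanation that was not tested, and so does mitochondrial RNA carried along in the immunoprecipitates.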

How the results depend on the processing

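The correction for GC content and length and the reads per sporadic value as a covariate were chosen only after results were seen. The planned comparison of edgeR with DESeq2 was not run because the table holds FPKM and not counts. Where no cause is named for a change given here, the cause was not tested.

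Transcripts at an unadjusted p under 0.05 numbered 1200. The count was 1917 without a filter on low values and 590 with a mean FPKM of at least 5, which test more and fewer transcripts. With the p-values of the authors' deposited table it was 2200 of 69611 transcripts without a filter (3.16%). At a mean FPKM of at least 1 those p-values gave 1101. The other alternatives gave between 1101 and 1694, and leaving out 1 library between 878 and 1726. Of the 1200, 734 were also called without moderation of the variances, 702 with the covariate, and between 591 and 813 with 1 library left out. At a Benjamini-Hochberg adjusted p under 0.05 limma called 0 transcripts, 4 without moderation of the variances, and between 0 and 12 with 1 library left out, where 12 came without Gsk3sKO replicate 1, and 2 each without Ctrl replicate 3 and without Gsk3sKO replicate 2.

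More than 5-fold changes numbered 198, with 61 higher and 137 lower. They were 628 (177 and 451) with a pseudocount of 0.1, which by construction raises the folds of low transcripts, 118 (39 and 79) with a mean FPKM of at least 5, 115 (34 and 81) without moderation of the variances, 369 (137 and 232) with the covariate, and 506 (144 and 362) with the ratio of the group means. Leaving out 1 library gave between 200 and 375, between 70 and 123 higher and between 114 and 252 lower. The highest counts came without Gsk3sKO replicate 1. Without Ctrl replicate 1 there were 309, with 234 lower, and without Gsk3sKO replicate 2 there were 92 higher.

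Lower transcripts made up 67.5% of DETs, 72.25% without a filter, 63.05% with a mean FPKM of at least 5, 59.65% after rescaling to the median ratio, 63.12% without moderation, 62.4% with the covariate, and between 59.67% and 67.03% with 1 library left out. Lower gene totals made up 79.3% of those called, 64.93% after rescaling, 71.51% without moderation, 75.9% after the correction for GC content and length, 65.86% with the covariate, and between 75.04% and 79.91% with 1 library left out. More were lower than higher under each alternative run.

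Gene totals at an unadjusted p under 0.05 numbered 844, between 564 and 1157 under the other alternatives and between 573 and 1178 with 1 library left out, with 573 without Ctrl replicate 2. At an adjusted p under 0.05 limma called 6, but 3 with a pseudocount of 0.1, 0 without a filter, 0 with a mean FPKM of at least 5, 0 without moderation, 1 after the correction for GC content and length, and 1 with the covariate. Leaving out 1 library gave between 0 and 21, with 21 without Ctrl replicate 3, 2 without Ctrl replicate 1, 1 without Ctrl replicate 2 and 0 without each of the Gsk3sKO replicates.

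The share of DETs whose gene total moved the same way was 12.8%, 10.01% without moderation, 9.25% without a trend, 17.87% with the covariate, and between 10.82% and 18.92% with 1 library left out. The Gsk3b gene total had a log2 fold change of -0.40, and it passed an unadjusted p of 0.05 after the correction for GC content and length, with a value of -0.51. With the covariate it was furthest from the first value on the other side, at -0.17 with an unadjusted limma p of 0.287. With 1 library left out it lay between -0.61 and -0.28, and passed only without Ctrl replicate 1. Gsk3b transcript ENSMUST00000023507 kept its direction and an unadjusted limma p under 0.05 under each alternative run.

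The replicate numbers do not pair the libraries. The correlations of same-numbered deviations from the group means were -0.11, -0.03 and -0.04, and no library correlated best with that of its own number. With the replicate number as a block, 1103 transcripts had an unadjusted p under 0.05, 0 gene totals an adjusted p under 0.05, and 3 lists passed in camera. In this block fit, the median log2 fold change of the dopaminoceptive list was 0.21 (camera adjusted p = 0.0456) and that of the microglia list -0.60 (camera adjusted p = 0.0456), and the odds ratio of the ribosomal protein list was 2.855.

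By Fisher's exact test 2 lists passed an adjusted p of 0.05. There were 6 without a filter, 1 with a mean FPKM of at least 5, which was that of p53 targets, 1 without a trend, 0 against the matched background, and between 1 and 4 with 1 library left out, with 1 each without Ctrl replicates 1 and 2 and 4 without Gsk3sKO replicate 2. The postsynapse list kept an adjusted p under 0.05 in each fit except that with a mean FPKM of at least 5, where its odds ratio was 2.07, and the matched background. The transmitter release list had odds ratios of 1.84 with a mean FPKM of at least 5, 1.97 without a trend and 1.34 to 2.455 with 1 library left out. Without a filter the odds ratios were 3.16 for purine metabolism, 2.99 for ubiquitin-dependent catabolism, 3.66 for histone acetylation and 3.59 for ribosomal proteins. Ribosomal proteins passed also after the correction for GC content and length (2.60) and with the covariate (2.53). With 1 library left out the odds ratios lay between 1.41 and 2.81 for purine metabolism, 1.55 and 2.84 for histone acetylation, 1.03 (without Ctrl replicate 3) and 1.82 for ubiquitin-dependent catabolism, which was at 1.10 without Ctrl replicate 1, and 1.85 and 3.93 for ribosomal proteins, which passed without Ctrl replicate 3 and without Gsk3sKO replicate 1.

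Camera passed 1 list, 2 without a filter, 3 after rescaling, 5 with the covariate, and between 0 and 6 with 1 library left out, with 0 without Gsk3sKO replicate 2, 6 without Ctrl replicate 3 and 4 each without Ctrl replicate 2 and without Gsk3sKO replicate 3. The interferon list had a median log2 fold change of -0.44, and -0.31 without a filter, where it did not pass. Without 1 library it lay between -0.67 and -0.23, and it did not pass without Gsk3sKO replicate 2. The microglia list passed without a filter (-0.24), after rescaling (-0.55) and with the covariate (-0.66), and lay between -0.56 and -0.45 with 1 library left out, passing without Ctrl replicates 2 and 3 and without Gsk3sKO replicate 3. The postsynapse list passed without a filter (0.023), after rescaling (0.075) and with the covariate (0.076), was lower after the correction for GC content and length (-0.033), and lay between -0.013 and 0.074 with 1 library left out, passing without Ctrl replicate 3 and without Gsk3sKO replicate 3. The dopaminoceptive list passed with the covariate (0.33) and lay between -0.065 (without Ctrl replicate 1) and 0.37 (without Ctrl replicate 3, where it passed). The ribosomal protein list passed with the covariate (-0.16) and lay between -0.19 and -0.011 with 1 library left out, passing without Ctrl replicates 2 and 3. Immediate early genes lay between -0.24 and -0.07 and passed without Ctrl replicate 3. The transmitter release list was at -0.037 after the correction for GC content and length and between -0.011 and 0.037 with 1 library left out, passing without Gsk3sKO replicate 3.

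Other list medians changed sign as follows. Astrocyte genes were at 0.024 after rescaling and between -0.16 and 0.05 with 1 library left out. Endothelial genes were at 0.13 with a mean FPKM of at least 5, 0.32 with the covariate and between -0.31 and 0.31 with 1 library left out, passing without Ctrl replicate 2. Inhibitory neuron genes were at -0.10 with a mean FPKM of at least 5 and between -0.16 and 0.095 with 1 library left out. Oligodendrocyte genes were at 0.035 with a mean FPKM of at least 5. Histone acetylation genes were at 0.005 with the covariate. Ubiquitin-dependent catabolism genes were at 0.022 after rescaling and between -0.055 and 0.006 with 1 library left out. Wnt and β-catenin targets were at 0.086 with the covariate and between -0.19 and 0.06 with 1 library left out.

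For 72 named genes and transcripts, 18 of 1066 values under an alternative changed sign, 1 of them with an unadjusted p under 0.05 in one of the fits. After the correction for GC content and length, the gene totals of Gria1 (-0.049), Fmr1 (-0.17), Map3k7 (-0.091) and Peli1 (-0.10) were lower, and with the covariate Fmr1 was at -0.044. With 1 library left out, the totals lay between -0.34 and 0.93 for Drd2, -0.014 and 0.092 for Gria1, -0.26 and 0.011 for Gria4, -0.10 and 0.19 for Fmr1, -0.28 and 0.13 for Arc, -0.23 and 0.15 for Map3k7, -0.029 and 0.11 for Peli1, and -0.26 and 0.041 for Fam19a2. Gsk3b transcript ENSMUST00000114750 lay between -0.52 and 0.92. None of these passed an adjusted p of 0.05 in limma. Of the other values, 7 passed an adjusted p of 0.05 under an alternative alone and 70 lost it.

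Depth limits the low transcripts. An FPKM of 1 on a transcript of 1 kb stands for about 23.5 reads in Ctrl replicate 3 and 45.2 in Ctrl replicate 1. In the simulated data 68% of transcripts changed by 1 on the log2 scale were recovered at an unadjusted p under 0.05. These were drawn from the more abundant transcripts, so the share for low transcripts was not measured. A missing call for a change of that size does not show that a transcript was unchanged.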

Differences from the paper's values

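The comparisons here used the alternatives set before the data were examined, and no test was chosen only after a difference was seen, except the match of the sequence in Fig. 1A.

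The paper gives 34 transcripts upregulated more than 5-fold, and 61 were found here. The count fell within 1.5 times the paper's with a mean FPKM of at least 5 (39) and without moderation of the variances (34). It did not with a pseudocount of 0.1 (177), without a filter (61), after rescaling to the median ratio (63), without a trend (52), with the replicate number as a block (60), with the ratio of the group means (144) or with any 1 library left out (70 to 123).

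The paper gives 81 transcripts downregulated more than 5-fold, and 137 were found here. The count fell within 1.5 times the paper's with a mean FPKM of at least 5 (79), after rescaling to the median ratio (116), without moderation of the variances (81), without Gsk3sKO replicate 2 (117) and without Gsk3sKO replicate 3 (114). It did not with a pseudocount of 0.1 (451), without a filter (135), without a trend (122), with the replicate number as a block (137), with the ratio of the group means (362), or without Ctrl replicates 1, 2 or 3 (234, 146 and 179) or Gsk3sKO replicate 1 (252). In the authors' deposited table the counts at a p under 0.05 are also 34 and 81, and all 115 of these transcripts were called more than 5-fold in limma.

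The paper's Fig. 1A gives a position on chromosome 16 for the first base of the sequence drawn around the sgRNA target. The same sequence was found here in exon 3 of Gsk3b, with its first base at 38170688 of GRCm38, 17 bases lower than the position in the figure.

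The paper ranks purine metabolism, ubiquitin-dependent catabolism and histone acetylation as the largest and most enriched clusters of general function. Among the lists written by hand, which are not the paper's Gene Ontology terms, none of the 3 passed an adjusted p of 0.05 in Fisher's exact test (0.436, 0.148 and 0.273), and all 3 did without a filter on low values. The paper places postsynaptic and neurotransmission clusters first among neuronal functions. The 2 lists for these passed (adjusted p = 0.000217 and 0.0455), but against genes matched on the number of tested transcripts and mean FPKM neither did (1-sided permutation p = 0.452 and 0.316).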

Other observations

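The splits of the libraries, the tests of library complexity and depth, the shift between transcripts, the tests of the lower share other than that of short non-coding RNA, the Igkc covariate test and the interferon test were chosen only after the result was seen.

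The 6 libraries can be split into 3 and 3 in 10 ways, so the share of splits with a result as large is never under 0.1, too few for a test at 0.05. For transcripts at an unadjusted p under 0.05 the real split gave 1200 and the highest other split 1564. For 5-fold changes the values were 198 and 318, for gene totals at an unadjusted p under 0.05 they were 844 and 919, and for gene totals at an adjusted p under 0.05 they were 6 and 2. For the share of one direction among gene totals they were 79.3% and 77.8%, and with the test of the authors' deposited table on all transcripts 2200 and 3076. For transcripts at an adjusted p under 0.05 the real split gave 0, the lowest of the 10. The other splits gave between 1 and 82, so this count does not set the real groups apart from other groupings.

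The split with 82 transcripts at an adjusted p under 0.05, against 0 for the real one, sets Ctrl replicates 2 and 3 and Gsk3sKO replicate 1 apart from the other libraries, which points to a structure of the samples that does not follow the groups. Sequencing depth would need these 3 libraries on one side, but they ranged from 23.5 to 41.3 M reads and the others from 28.8 to 45.2. A candidate explanation is library complexity. The 3 libraries had at most 7.39 reads per sporadic value, and the others at least 8.52. No biological explanation was tested for this structure, since no condition in the design follows it.

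The 5-fold transcripts may mostly reflect reads moved between transcripts of 1 gene, either by a change in isoform use or by the division of reads among overlapping transcripts. For the 173 such transcripts in genes with another listed transcript, the other transcripts changed by a median of -0.749 times the transcript's own FPKM change (quartiles -1.078 and -0.389). The ratio was under -0.5 for 117 (67.6%). Which of the 2 it is was not tested, since FPKM alone does not show the reads at each junction.

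More gene totals were lower than higher at an unadjusted p under 0.05 (79.3% lower). No single technical explanation tested removed this excess. It was 64.9% after rescaling the FPKM denominators, 76.7% among the 602 called protein-coding genes, which leaves out short non-coding RNA, 75.9% after the correction for GC content and length, and 65.9% with the reads per sporadic value as a covariate. Rescaling lowered the number of lower gene totals from 669 to 485 and raised that of higher ones from 175 to 262, so the denominators may account for part of it. With the covariate the lower gene totals rose to 762 and the higher ones to 395, so the smaller share does not show that library complexity accounts for the lower ones. An effect of the knockout stays open, but it was not tested apart from these.

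Some classes of short RNA were called more often than others. At an unadjusted p under 0.05 in limma, 67 of 229 snoRNA transcripts (29.3%), 16 of 20 rRNA transcripts and 15 of 53 miRNA transcripts were called, against 872 of 16803 protein-coding transcripts (5.19%). Among other short classes, 7 of 19 misc_RNA, 2 of 15 scaRNA, 3 of 51 snRNA (5.88%) and 0 of 19 mitochondrial tRNA transcripts were called. The largest falls of gene totals were those of Snora34 (6.0, 22.6 and 12.8 FPKM in Ctrl), Gm26381 (7.31, 19.3 and 10.8 FPKM), and Gm20716 (15.8, 8.33 and 8.84 FPKM), all listed at 0 in Gsk3sKO, and of Gm25855 and AC157822.1 (log2 fold change -3.33 and -3.23). The fall of AC157822.1 rests on 2 of the Ctrl libraries (31.5, 27.4 and 0.105 FPKM, against at most 0.083 FPKM in Gsk3sKO), and its log2 fold change lay between -4.83 and -2.39 with 1 library left out. The largest rises were those of Mir22 (log2 fold change 2.65), Mir7067 (2.30), Mir707 (1.71) and S100a11 (1.45), and of 1700123M08Rik, which was listed at 0 in Ctrl and at 1.08, 1.88 and 3.94 FPKM in Gsk3sKO. The value of S100a11 was 0.90 without Gsk3sKO replicate 3, and that of Mir22 lay between 2.15 and 3.64 with 1 library left out. No biological explanation was tested for them.

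Immunoglobulin genes, chosen after their values were seen, were lower in Gsk3sKO. The log2 fold changes of the gene totals were -2.59 for Ighg2c, -1.87 for Ighg2b, -2.67 for Igha, -2.21 for Jchain and -0.68 for Ighm, each with no overlap between the groups, and -2.97 for Ighg3, where 1 Ctrl library overlapped. Blood in the Ctrl tissue would lower hemoglobin genes alike, but the median of 4 blood genes was -0.19, against -2.34 for Igkc. With library complexity as a covariate Igkc was still at -2.14 (standard error 0.28). RNA of plasma or B cells in the Ctrl tissue cannot be told apart from other sources, because 2 of that list's genes, Xbp1 (-0.56) and Creld2 (0.08), were abundant enough to test (median -0.24), both are also made by other cells, and others such as Cd79b and Ms4a1 were listed at 0 in all libraries. An effect of the knockout was not tested apart from these.

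Among the other lists, camera with a preset correlation called the interferon response genes lower in Gsk3sKO (median log2 fold change -0.44, camera adjusted p = 0.00188, range over the alternatives 4.3e-05 to 0.497). With an estimated correlation no list passed in camera (adjusted p at least 0.833), and fry gave the interferon list a p of 0.184. The interferon result may rest on 1 library, since without Gsk3sKO replicate 2 the median was -0.23 (camera adjusted p = 0.497), and it cannot be told apart from the spread between libraries. Microglia genes had a median of -0.60 (camera adjusted p = 0.0518, fry p 0.0136 and adjusted p 0.231). The medians were 0.21 for dopaminoceptive striatal genes (camera adjusted p = 0.102), -0.11 for ribosomal proteins (0.305, with an odds ratio of 2.18 and adjusted p of 0.122 in Fisher's exact test), -0.14 for immediate early genes (0.354), -0.13 for p53 targets (0.385), -0.07 for Wnt and β-catenin targets (0.638), -0.17 for oligodendrocyte genes (0.354), -0.02 for astrocyte genes (0.807), -0.07 for endothelial genes (0.924), -0.08 for excitatory neuron genes (0.645) and 0.04 for inhibitory neuron genes (0.807). Camera compares a list with all other genes, and the lists for astrocytes, endothelial cells, ubiquitin-dependent catabolism and Wnt and β-catenin targets came out as up with a median below 0. The mean of the Wnt list (0.04), of the inhibitory neuron list (-0.03) and of the transmitter release list (-0.01) had the other sign than its median.

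Other genes the paper names had these log2 fold changes of their gene totals in limma. Gsk3a was at 0.11 (unadjusted p = 0.456), Drd2 at 0.32 (0.57), Fxr1 at 0.25 (0.173), and Rpl22 at 0.36 (0.25). The Drd2 value comes from the low Ctrl replicate 1, without which it was -0.34, and does not show a rise, since Drd2 was at 1.58, 6.02 and 14.1 FPKM in Ctrl (mean 7.22) and at 8.32, 5.96 and 7.28 FPKM in Gsk3sKO (mean 7.18). Without Ctrl replicate 3 it was 0.93. The Rpl22 value rests on Gsk3sKO replicate 2 (36.6, 89.6 and 47.7 FPKM in the Gsk3sKO libraries), without which it was 0.004, and it was 0.64 without Gsk3sKO replicate 1. Fxr1 was at 0.17 without Ctrl replicate 1 and at 0.12 without Gsk3sKO replicate 3. Akt1 was at 0.07, Arrb2 at -0.13 and Camk2a at 0.12. With 1 library left out the values lay between 0.038 and 0.18 for Gsk3a, 0.036 and 0.10 for Akt1, -0.21 and -0.033 for Arrb2, and 0.036 and 0.26 for Camk2a. The AMPA receptor subunits Gria1, Gria2, Gria3 and Gria4 were at 0.02, -0.09, -0.10 and -0.12, and Gria1 changed sign after the correction for GC content and length. Gapdh fell by 0.64 (standard error 0.20, unadjusted p = 0.011). Dbh and Th did not reach the filter on low values.

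The protein-coding genes nearest the 3 predicted off-target sites lay far from them. Zfp608, 372.8 kb from its site, had a log2 fold change of 0.19 (standard error 0.17, unadjusted p = 0.314), and Fam19a2, 205.9 kb from its site, had -0.13 (standard error 0.26, unadjusted p = 0.633). Olfm4, 1766.5 kb from its site, did not reach the filter.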
